A study of Mus musculus with 12 samples. Its data were reported in "Estrogen receptor-α ablation reverses muscle fibrosis and inguinal hernias" (2025).

How the data were processed

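ATAC-seq, an assay in which a transposase inserts sequencing adapters into accessible DNA, was performed on primary fibroblasts cultured from the lower abdominal muscle of Arom hum mice, which carry the human aromatase gene and make estrogen from androgen in muscle. The cells were given vehicle, estradiol (E2, 10 nM), E2 (10 nM) with the estrogen receptor antagonist fulvestrant (100 nM), or fulvestrant alone (100 nM). The labels give a treatment time of 1 hour and 3 libraries for each of the 4 treatments, 12 in all. The methods of the study add a pretreatment of 3 hours with fulvestrant or DMSO. The 1 hour counts from the later addition of E2 or ethanol. Groups and replicate numbers were taken from the sample labels.

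One peak list per library was used, with no pooling of replicates. Per the methods of the study, the authors aligned reads to the mouse genome build mm10 with Bowtie2, removed duplicates, and called peaks with MACS2. One list is deposited for each library. In each deposited list, every peak has a position, a summit, a fold enrichment, a −log10 p-value, a −log10 q-value and an integer score. The fold enrichment is the authors' ratio of the pileup of extended tags at the summit to a local background, each with 1 added. The deposited −log10 p-value is the Poisson tail of that pileup, and the deposited score is 10 times the −log10 p-value, truncated to a whole number. These values belong to single peaks in single lists. They were used here only to describe, rank or filter the peaks within a list.

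The deposited lists were wider than the default settings of the caller give. The smallest −log10 p-value in any list was 2.01, which is the mark of a p-value cutoff of 0.01, and no list was limited by q. Between 3 and 8 peaks per list lay on the mitochondrial genome and between 159 and 218 on unplaced sequences, which the stated filters would have removed. All deposited peaks entered the main comparisons, and peaks with q of 0.05 or less were added as an alternative after the lists had been seen. Excluded regions of the genome (the ENCODE list) were not used here. Read counts in consensus peaks were not analysed here, so the model for counts that the study fitted was not run. The study also reports a removal of batch effects from its ChIP-seq and ATAC-seq data, and that step was not run here. Peak lists called separately can be compared by presence, number and position.

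No read totals are in the lists, so depth was recovered from the peaks. Fold enrichment and −log10 p-value together fix the pileup and the background, and a pileup had to be a whole number within a tolerance of 0.002 on the −log10 scale. This was done for peaks with a −log10 p-value under 15. The commonest background of a library, rounded to 3 decimals, was taken as its genome-wide background in tags per window, which is proportional to the number of tags. The plan named the smallest background in place of the commonest. The 2 were equal in 10 libraries, and in vehicle replicates 1 and 2 the smallest was 0.222, from 0.0354% and 0.0172% of the solved peaks. The commonest was chosen after the lists had been seen, and the planned measure is given beside it. The background gives relative depth only, since the genome size set in the caller was not stated. Whole pileups were found for 99.97% to 99.99% of peaks. On simulated lists for the 12 libraries, the background was recovered with an error of at most 0.0496% and at least 99.99% of pileups were right. Depth sets how many tags a region must have to be listed, so a region missing from a list is not shown to be closed.

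Positions were checked against the mouse assembly GRCm38, the sequence of mm10, and every peak on a numbered or sex chromosome lay within its chromosome. Transcription start sites, exons and genes came from GENCODE M21. A promoter peak had its summit within 3000 bp of any of 132629 start sites, and distal peaks lay farther away. Motifs were searched on both strands within 100 bp of the summits of distal peaks: the estrogen response element (ERE) GGTCANNNTGACC, the PLAG1 element as GRGGC and RGGK with a spacer, AP-1 as TGASTCA and CTCF as CCASYAGRKGGC. All 200 EREs planted in simulated sequence were found. The copy number of a summit was the smallest number of occurrences in GRCm38 among 3 adjoining 32-mers centred on it, 96 bp in all.

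Peaks of all 12 libraries were merged into 435284 regions where they overlapped or touched, and a region was called in a library if any of its peaks fell in it. When the real peak lists were moved to random places with 200 regions planted in all E2 and no E2 plus fulvestrant library, 100% of the planted regions were found, along with 13 others. The planted regions lay where no other peak could fall, so this checks the counting only. Real peaks recur at the same sites, so the 13 is not a chance level for the real counts. The similarity of 2 lists was the base-pair Jaccard index, the length shared divided by the length covered by either.

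Groups of 3 were compared by exact two-sided permutation tests of the difference between means, with 10 distinct splits and a smallest possible p of 0.10, so no such comparison could pass 0.05. The interaction of E2 with fulvestrant, the similarity tests and the correlations used permutation tests with 100000 resamples. Counts of regions were set against the other splits of the same libraries. With 8 libraries these tests were exact. The p-values were adjusted by the Benjamini-Hochberg method within each family: 5 tests of peak number, 2 of promoter share, 2 of similarity, 2 correlations, 4 motifs and 13 named loci. Alternatives were set against the unadjusted p. Named loci were those that the text of the study singles out, and 1 of the 13 is not reported here. Named regions were, in each direction of the comparison of E2 with E2 plus fulvestrant, the 5 called in 3 of 3 libraries and 0 of 3 with the highest minimum −log10 q-value over the 3. Alternatives were stricter q and fold thresholds, autosomes and X only, covered base pairs, rank-matched lists of the top 30062 peaks, other promoter, motif and overlap windows, tiles of 500 bp, a term for depth, blocking by replicate number, and leaving out each library. Most were fixed before the data were examined. Those chosen after were q of 0.05 or less, the choice of background above, a term for the pileup tail, and leaving out libraries for the similarity, the correlation with depth and the regions of E2 alone. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.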

Results

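Chromatin accessibility was profiled in 12 ATAC-seq libraries of primary fibroblasts from the lower abdominal muscle of Arom hum mice, with 3 libraries for each of vehicle, E2, E2 plus fulvestrant and fulvestrant. The lists held 658361 peaks in total, from 30062 to 110724 per library with a median of 46548. Peaks were narrow, with a median width between 204 and 294 bp, and covered from 8.68 to 30.8 Mb per library. The recovered background ranged from 0.713 tags per window in vehicle replicate 1 to 1.42 in fulvestrant replicate 3, a 1.99-fold range of depth.

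The share of each list that passed q of 0.05 differed widely among libraries. It was lowest in E2 plus fulvestrant replicate 2, at 7.35% of 36350 peaks, and highest in vehicle replicate 3, at 46.4% of 44358 peaks. Vehicle replicate 2 had the longest list, with 110724 peaks, of which 17934 passed. The share of a library's peaks that overlapped a peak of another library of its own treatment ranged from 10.7% to 40.2%. After shifting by 100000 bp, it ranged from 2.08% to 5.87%. Of the 435284 merged regions, 338262 were called in a single library and 721 in all 12.

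Replicate number 1 stood apart from numbers 2 and 3 on the Y chromosome. The 4 replicate 1 libraries had between 22 and 36 Y chromosome peaks, whereas the other 8 had between 854 and 1148. As this split ran across all 4 treatments, the comparisons below are also given within replicate number 1, with 1 library per treatment and therefore no spread, and within numbers 2 and 3, with 2 per treatment.

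To ask whether E2 changed the number of accessible sites and whether the antagonist reversed it, peak numbers were compared on the log2 scale. Peaks numbered 53086 ± 23861 with E2 (SD, n = 3) and 43603 ± 15066 with E2 plus fulvestrant (SD, n = 3). The log2 difference was 0.24 (exact permutation test, two-sided, p = 0.70, n = 3 per group, adjusted over 5 tests 0.70), smaller than the SD of either group. It was 0.37 within number 1 and 0.17 within numbers 2 and 3. The sign turned without E2 replicate 1, to -0.10. Of the alternatives that kept all 6 libraries, adding the recovered depth as a covariate moved it most, to 0.05. Vehicle libraries had 77491 ± 33183 peaks (SD, n = 3). E2 differed from vehicle by a log2 value of -0.55 (exact permutation test, p = 0.50, n = 3 per group, adjusted 0.625), with 0.03 within number 1 and -0.83 within numbers 2 and 3, so the direction did not hold within number 1. Fulvestrant alone, with 45274 ± 24723 peaks (SD, n = 3), differed from vehicle by -0.81 (exact permutation test, p = 0.20, n = 3 per group, adjusted 0.50), with -0.07 and -1.18 within the same sets. E2 plus fulvestrant differed from vehicle by -0.79 (exact permutation test, p = 0.20, n = 3 per group, adjusted 0.50), with -0.35 and -1.01. The interaction, that is the effect of E2 without fulvestrant minus its effect with fulvestrant, was -0.57 (permutation test over 12 libraries, two-sided, p = 0.456, adjusted 0.625). It was 0.30 within number 1 and -1.01 within numbers 2 and 3. The differences of fulvestrant and of E2 plus fulvestrant from vehicle were larger than the SD of log2 peak number in either group, 0.72 and 0.67 for the first pair and 0.47 and 0.67 for the second, but the groups overlapped. Both fell below these SDs with the recovered depth as a covariate, at -0.42 and -0.21, and without vehicle replicate 2 they were -0.50 and -0.48. The difference of E2 from vehicle was smaller than both SDs.

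**Figure D1:**
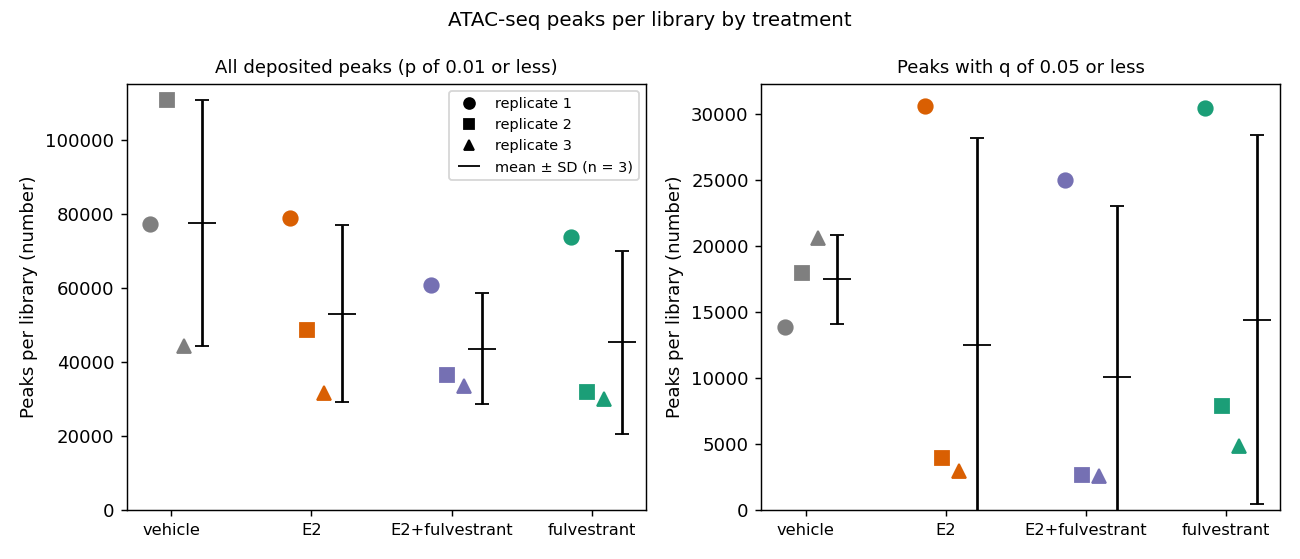
Peaks per library (number, y axis) by treatment (x axis), for all deposited peaks on the left and for peaks with q of 0.05 or less on the right. Symbols are libraries, shaped by replicate number, and bars are the mean ± SD of 3, truncated at 0 where the SD is larger than the mean. On the right, the replicate 1 libraries of E2, E2 plus fulvestrant and fulvestrant have 30611, 25029 and 30469 peaks, and the other 6 libraries of these groups have between 2551 and 7879.

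Peak number was then set against depth. Across the 12 libraries, it was not correlated with the recovered background (Pearson r = -0.356, p = 0.253, Spearman rho = -0.140, p = 0.670, permutation tests, two-sided, adjusted over 2 relations 0.253 and 0.670). With the smallest background in each list, the measure named in the plan, r was -0.596 (permutation test, p = 0.0427) and rho was -0.147 (p = 0.648, permutation test). That measure differed in vehicle replicates 1 and 2 only, and without these 2 libraries r was 0.334 (permutation test, p = 0.344), so the relation rests on them. With the commonest background, r ran from -0.494 without E2 replicate 1 to -0.0965 without vehicle replicate 2 over the fits that left out one library. Without fulvestrant replicate 3 and vehicle replicate 1, the libraries farthest from the median background, r with the commonest background was -0.0856 (permutation test, p = 0.806). Within the 8 libraries of numbers 2 and 3, r was -0.577 (exact permutation test, p = 0.189). The 4 libraries of number 1 are too few for a correlation. A second measure was the Poisson tail at the smallest whole pileup that passes p of 0.01 over the background of a library. That pileup was 3 tags in vehicle replicates 1 and 2, 5 in fulvestrant replicate 3 and 4 in the other 9 libraries, and the tail ranged from 0.298% to 0.921%. Peak number rose with the tail (r = 0.879, p = 0.00017, rho = 0.888, p = 0.00024, permutation tests, adjusted 0.00034 and 0.00048). Without E2 replicate 1 and vehicle replicate 2, the libraries farthest from the median tail, r was 0.813 (permutation test, p = 0.00379). It was 0.894 within the 8 libraries of numbers 2 and 3 (exact permutation test, p = 0.00637). These were 2 relations computed on the same peak numbers. The second was chosen after the values had been seen.

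**Figure D2:**
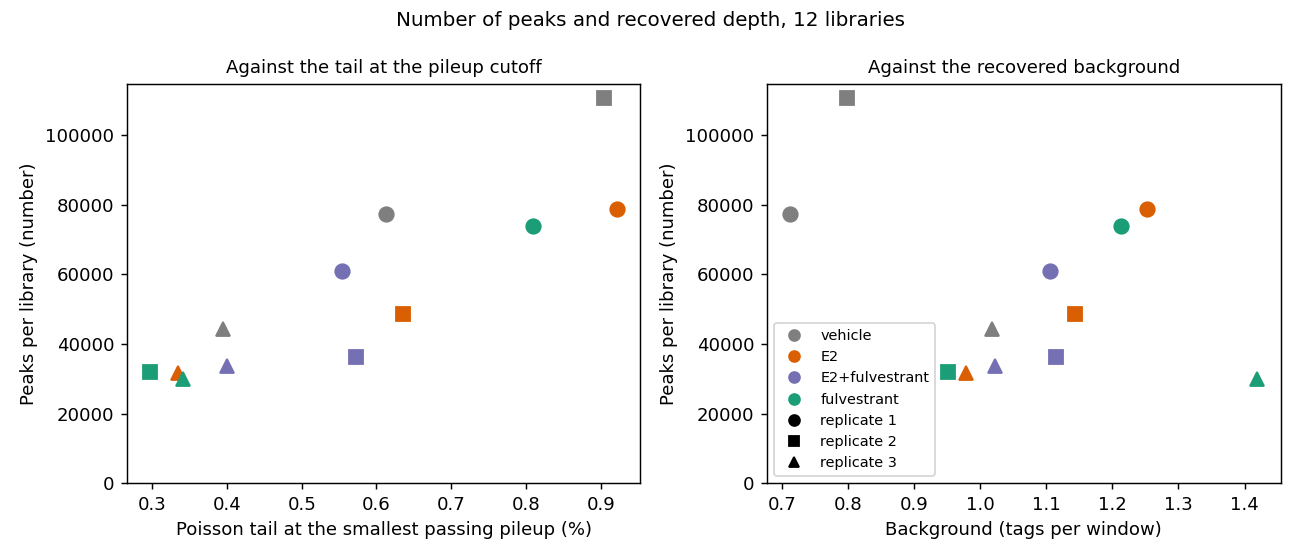
Peaks per library (number, y axes) against the Poisson tail at the smallest passing pileup (%, left) and against the recovered background (tags per window, right), for 12 libraries colored by treatment and shaped by replicate number. Peak number rises with the tail (rho = 0.888) and had a rho of -0.140 with the background.

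Genomic distribution was compared next. Promoter peaks made up 23.7% ± 4.80 of the lists with E2 (SD, n = 3), 26.4% ± 6.38 with E2 plus fulvestrant (SD, n = 3), 28.1% ± 8.94 with vehicle (SD, n = 3) and 28.03% ± 3.44 with fulvestrant (SD, n = 3). Windows around start sites covered 15.5% of the genome. E2 differed from E2 plus fulvestrant by -2.77 percentage points (exact permutation test, p = 0.50, n = 3 per group, adjusted over 2 tests 0.70), with -4.43 within number 1 and -1.94 within numbers 2 and 3. Without E2 plus fulvestrant replicate 1 the difference was 0.826 points. E2 differed from vehicle by -4.42 points (exact permutation test, p = 0.70, n = 3 per group, adjusted 0.70), with 1.84 within number 1 and -7.55 within numbers 2 and 3, and by 0.219 points without vehicle replicate 3. In peaks with -log10 q of at least 5, the alternative that moved it most, this difference was -17.9 points. Both differences were within the spread between replicates, although E2 was below E2 plus fulvestrant in 3 of 3 replicate numbers. Exons away from promoters held 2.37% to 3.39% of peaks per library, introns 27.4% to 36.1% and intergenic sequence 32.9% to 43.0%.

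Overlap between lists was examined to see whether libraries of one treatment shared more of their peaks. The mean Jaccard index was 0.0576 over 12 pairs of one treatment and 0.0736 over 54 pairs of different treatments, a difference of -0.0161 (permutation test, one-sided, p = 0.896, adjusted over 2 tests 0.896). Leaving out 1 library gave differences from -0.0234 without vehicle replicate 1 to -0.00258 without E2 plus fulvestrant replicate 1. Within the 8 libraries of numbers 2 and 3 the difference was 0.000695 (exact permutation test, p = 0.229), and number 1 has no pair of one treatment. By replicate number, the index was 0.0945 over 18 pairs with the same number and 0.0618 over 48 pairs with different numbers, a difference of 0.0328 (permutation test, one-sided, p = 0.0251, adjusted over 2 tests 0.0501). It did not pass 0.05 after adjustment. Pairs within number 1 averaged 0.179, those within number 2 averaged 0.0466 and those within number 3 averaged 0.0579. Without any one of the 4 replicate 1 libraries the difference fell to between 0.0142 and 0.0209, with p from 0.110 to 0.140. The highest index of any pair, 0.235, was between vehicle replicate 3 and E2 plus fulvestrant replicate 1, so no list was a copy of another.

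**Figure D3:**
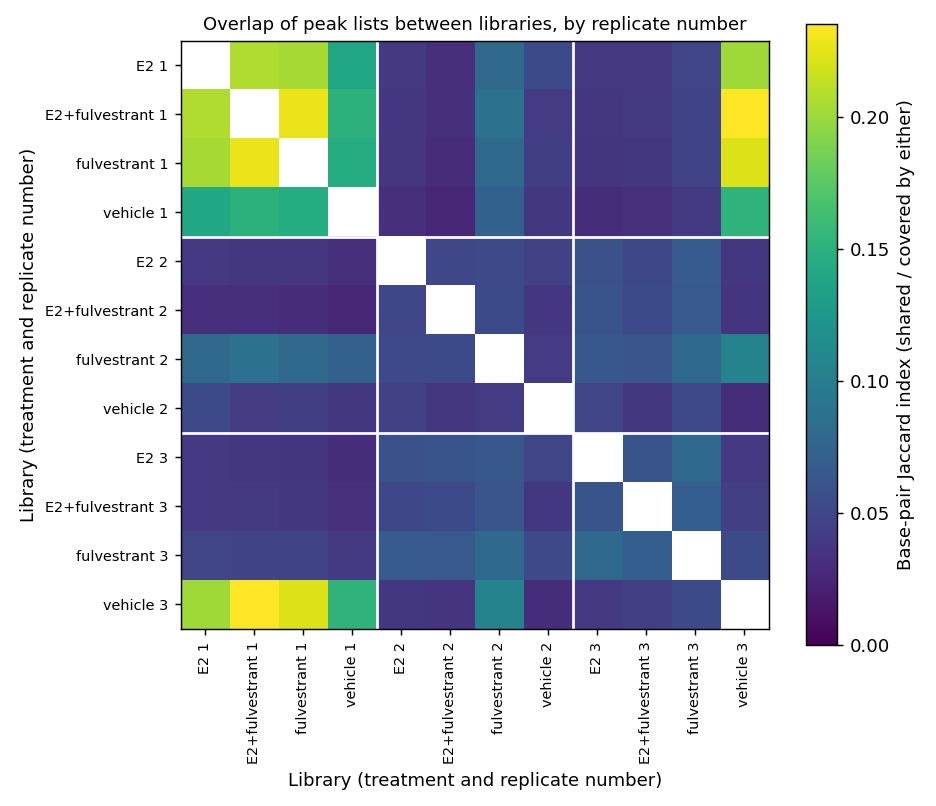
Base-pair Jaccard index between peak lists (color, no unit) for each pair of 12 libraries on both axes, ordered by replicate number with white lines between numbers. Pairs within number 1 lie between 0.140 and 0.228, and vehicle replicate 3 pairs with these libraries up to 0.235.

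Regions that separated the treatments were counted, which was the focus of the study for E2 against E2 plus fulvestrant. A total of 312 regions were called in all E2 and no E2 plus fulvestrant library, and 95 in the other direction, out of 228207 called in any of the 6. Together these 407 regions were matched or exceeded in 5 of the 10 splits of the 6 libraries, the real one included, and the splits ranged from 296 to 1362. With 1 library of each, number 1 alone gave 56123 regions called with E2 only and 38362 with E2 plus fulvestrant only. Numbers 2 and 3 gave 1744 and 1120. Leaving out 1 library relaxes the rule, and the counts rose to 2360 without E2 replicate 3 and, in the other direction, to 990 without E2 plus fulvestrant replicate 2. Of the 312 regions, 52 lay at promoters (16.7%, 95% Wilson interval 12.9% to 21.2%), and 7 passed q of 0.05 in all 3 libraries. Of the 95, 23 lay at promoters (24.2%, 95% Wilson interval 16.7% to 33.7%), and 0 passed in all 3. The intervals cover counting error only. Against vehicle, 171 regions were called in all E2 libraries and no vehicle library and 255 the other way, and all 10 splits gave at least as many as these 426, up to 9506. Number 1 alone gave 59125 and 57782, and numbers 2 and 3 alone gave 1185 and 3317. The counts rose to 1679 without E2 replicate 3 and to 4196 without vehicle replicate 3. As E2 was the treatment with estrogen and no antagonist, regions of E2 alone were also counted, and 50 regions were called in all 3 E2 libraries and none of the other 9. Of the 220 choices of 3 libraries, 89 gave at least as many, with a median of 39.5, and without E2 replicate 3 the count was 945. Within number 1, 46439 regions were called in the E2 library and none of the other 3, and 2 of the 4 libraries, the E2 library included, had at least as many of their own. Within numbers 2 and 3 there were 661, and 13 of the 28 choices of 2 libraries gave at least as many.

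Among regions called with E2 and not with E2 plus fulvestrant, the highest minimum -log10 q was 3.09, on chromosome 16 from 64130873 to 64131238 (mm10), in intergenic sequence 175926 bp from the nearest start site. It was also called in 5 of the 6 vehicle and fulvestrant libraries. The next 4 had minimum -log10 q between 1.52 and 1.56. They lay in an intron of *Specc1l* (chromosome 10, 75232846 to 75233752), in an intron of *Cadm2* (chromosome 16, 66961451 to 66961679), in an intron of *Far2os2* (chromosome 6, 148013312 to 148014084, with *Far2* as the nearest start site) and in an exon within *Hrnr* and *Gm37245* (chromosome 3, 93323868 to 93324570). In the other direction, the 5 highest minima ran from 0.449 to 1.12. These regions were intergenic near *Hrh1* (chromosome 6, 114503053 to 114503562) and *Gm29725* (chromosome 7, 16644039 to 16645145), and lay in introns of *Ccdc27* (chromosome 4, 154039765 to 154040586, with its midpoint 2501 bp from a start site and so within the promoter window), *Klra17* (chromosome 6, 129868356 to 129869418) and *Ralgps1* (chromosome 2, 33204928 to 33205704). Every one of the 10 was called in at least 1 of the 6 vehicle and fulvestrant libraries.

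To look for the binding sequence of the receptor, motifs were counted at distal summits. A full ERE lay within 100 bp in 0.0271% ± 0.0183 of distal peaks with E2 (SD, n = 3) and 0.0376% ± 0.0156 with E2 plus fulvestrant (SD, n = 3), which is between 4 and 26 peaks per library. Vehicle libraries had 0.0247% ± 0.00994 (SD, n = 3). The difference of -0.0105 percentage points between E2 and E2 plus fulvestrant was within the spread (exact permutation test, p = 0.50, n = 3 per group, adjusted over 4 motifs 0.70). It was -0.00538 within number 1 and -0.0131 within numbers 2 and 3, with E2 lower in 3 of 3 replicate numbers. In peaks with -log10 q of at least 5 it became 0.0400. At that threshold replicates 2 and 3 of both groups had only 480 to 616 peaks each, so single EREs weigh heavily. PLAG1 elements lay at 4.72% ± 0.638 of distal peaks with E2 and 4.94% ± 0.660 with E2 plus fulvestrant (SD, n = 3 per group; exact permutation test, p = 0.70, adjusted 0.70). The difference was -0.348 percentage points within number 1 and -0.159 within numbers 2 and 3. AP-1 and CTCF also differed by less than the spread, with adjusted p of 0.70 each by the same exact permutation test. Their differences were -0.696 and -0.140 points within number 1 and -0.164 and -0.00664 within numbers 2 and 3.

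Loci named in the study were examined over the gene body with 50000 bp upstream. *Greb1* (ENSMUSG00000036523.16, chromosome 12, 16670615 to 16800886, minus strand) had 10.0 ± 4.36 peaks with E2 (SD, n = 3) and 4.67 ± 2.31 with E2 plus fulvestrant (SD, n = 3), higher with E2 in 3 of 3 replicate numbers. The difference of 5.33 peaks had an exact permutation p of 0.30 (n = 3 per group), adjusted over the list alone to 1.00. It was larger than the SD of either group, and was 7 within number 1 and 4.5 within numbers 2 and 3. With q of 0.05 or less, the difference was 1 peak (exact permutation test, p = 1.0, n = 3 per group), and E2 was higher in 1 of 3 replicate numbers. Per 10000 peaks of each list, the locus had 1.90 with E2 and 1.08 with E2 plus fulvestrant. A promoter peak was listed in 3 of 3 E2 libraries and 1 of 3 E2 plus fulvestrant libraries. Vehicle replicates 1, 2 and 3 had 13, 12 and 7 peaks over the locus. *Pgr* (ENSMUSG00000031870.16, chromosome 9, 8899833 to 8968611, plus strand) had 1.67 ± 2.08 peaks with E2 (SD, n = 3) and 0.333 ± 0.577 with E2 plus fulvestrant (SD, n = 3; exact permutation test, p = 0.70, adjusted 1.00), with a difference of 3 within number 1 and 0.5 within numbers 2 and 3. Replicates 1, 2 and 3 had 4, 0 and 1 peaks over *Pgr* with E2, 3, 6 and 3 with vehicle, and 4, 1 and 1 with fulvestrant. E2 was thus not above vehicle on average. For *Adamts6*, *Fbln7*, *Ltbp1*, *Piezo2*, *Ncam1*, *Nrp2* and *Ccn3*, differences between E2 and E2 plus fulvestrant ran from -1 to 2 peaks, from -1 to 4 within number 1 and from -2.5 to 2 within numbers 2 and 3. For *Wee1*, *Cdkn1c* and *Cdc7*, named on the fulvestrant side, they ran from -0.667 to -0.333, from -2 to 1 within number 1 and from -1 to 0.5 within numbers 2 and 3. The adjusted p was 1.00 at each of these loci.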

Values the study reported

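By combining RNA, ESR1 binding and accessibility data, the study reported 58 genes that were higher with E2 than with E2 plus fulvestrant across its 3 data types. RNA was collected after a longer treatment than the other data types.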

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

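Tests chosen after the data were seen were those with q of 0.05 or less, with the pileup tail as a covariate, and those that left out single libraries for the similarity, the depth correlation and the regions of E2 alone. The choice of the commonest over the planned smallest background was also made after. The exact tests of 3 against 3 cannot go below p = 0.10, so for them direction is the only thing an alternative could change. Peak number kept its direction in every alternative that pooled replicate numbers, for E2, fulvestrant and E2 plus fulvestrant against vehicle and for the interaction. Within replicate number 1 alone, with all peaks, E2 against vehicle was 0.03 and the interaction 0.30. Thresholds and single libraries moved the sizes. With fold enrichment of at least 5, E2 against vehicle was -1.41 and E2 plus fulvestrant against vehicle -1.70. With q of 0.05 or less they were -1.28 and -1.64, and with -log10 q of at least 5 they were -1.16 and -1.30. Under the same settings, in that order, fulvestrant against vehicle was -0.97, -0.71 and -0.56. The interaction was -0.68, -0.36 and -0.41. With q of 0.05 or less, it was 1.43 within number 1 and -1.25 within numbers 2 and 3. At that q, vehicle replicate 1 had 13863 peaks, against 30611, 25029 and 30469 in replicate 1 of E2, E2 plus fulvestrant and fulvestrant. All 3 differences from vehicle were thus positive within number 1, as they were under the other 2 settings. The ranges below are from fits that left out 1 library. E2 against vehicle ran from -0.90 without vehicle replicate 3 to -0.22 without E2 replicate 3. Fulvestrant against vehicle ran from -1.22 without fulvestrant replicate 1 to -0.50 without vehicle replicate 2, and E2 plus fulvestrant against vehicle from -1.14 without vehicle replicate 3 to -0.48 without vehicle replicate 2. The interaction ran from -0.99 without fulvestrant replicate 1 to -0.25 without E2 replicate 3. For E2 against E2 plus fulvestrant, the fits that each left out one library gave log2 differences from -0.10 to 0.56, with the negative value without E2 replicate 1. Over the same kind of fit, the promoter share difference between E2 and E2 plus fulvestrant ran from -5.54 to 0.826 percentage points, positive without E2 plus fulvestrant replicate 1, and that between E2 and vehicle from -8.69 to 0.219, positive without vehicle replicate 3.

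The ERE share difference turned positive with -log10 q of at least 5 (0.0400 percentage points), in rank-matched lists (0.00586) and with q of 0.05 or less (0.00973), and the cause was not tested. With -log10 q of at least 5, E2 replicates 2 and 3 had 616 and 586 peaks, and E2 plus fulvestrant replicates 2 and 3 had 521 and 480. These counts precede the restriction to distal peaks, so a single ERE can sway that share. When 1 library was left out it stayed negative, from -0.0203 without E2 replicate 1 to -0.00220 without E2 replicate 2. The correlation of peak number with depth turned positive with -log10 q of at least 5 (r = 0.217), with fold enrichment of at least 5 (r = 0.0895) and with q of 0.05 or less (r = 0.0958), and the cause was not tested. With the planned measure of depth, the smallest background, it was -0.596 (permutation test, p = 0.0427) and passed 0.05. It passed since 2 vehicle libraries take a far lower depth. Over the alternatives that kept all 12 libraries or left out 1, the permutation p ran from 0.0427 to 0.781. With the commonest background, and without fulvestrant replicate 3 and vehicle replicate 1, the permutation p was 0.806. With q of 0.05 or less, the difference in peaks between E2 and E2 plus fulvestrant became -0.333 at *Pgr* and *Adamts6* and 0.333 at *Ltbp1* and *Cdkn1c*, and fell to 1 at *Greb1*. The higher similarity within a replicate number kept its direction in all 16 alternatives and, before adjustment, passed 0.05 in 12, but among the 8 libraries of numbers 2 and 3 alone it was -0.00455 (exact permutation test, p = 0.771). The 12 fits that left out one library gave differences from 0.0142 to 0.0557, and the 4 that did not pass 0.05 were those without a replicate 1 library.

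Counts of regions moved under most alternatives that change how much is listed or how many libraries must call a region. With tiles of 500 bp they stayed within 1.5 times, at 245, 80, 194, 247 and 52 in the order below. Regions called in all E2 and no E2 plus fulvestrant library numbered 5 with -log10 q of at least 5, 147 in rank-matched lists, 35 with q of 0.05 or less, 89 when a peak had to cover 50% of the region and 4787 when 2 of 3 libraries sufficed, and from 430 to 2360 without one library. In the other direction they numbered 2, 58, 5, 27 and 2531 under the same settings, and from 135 to 990 without one library. For E2 against vehicle they numbered 4 with -log10 q of at least 5, 142 in rank-matched lists, 22 with q of 0.05 or less, 63 with the 50% rule and 3474 with 2 of 3, and from 236 to 1679 without one library. For vehicle against E2 they numbered 0, 48, 29, 64 and 7273 under those settings, and from 313 to 4196 without one library. Regions of all E2 libraries and none of the other 9 numbered 0 with -log10 q of at least 5, 29 in rank-matched lists, 3 with q of 0.05 or less and 24 with the 50% rule, and from 53 to 945 without one library.

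Replicate numbers were tested as a replicate block. Same-numbered libraries did not deviate together in each pair: the correlation of their deviations from the group means over the merged regions ran from 0.0554 to 0.177 for E2 and E2 plus fulvestrant, and was -0.0951 for number 3 of E2 and vehicle. With the block, the smallest possible p of the paired tests of 3 against 3 was 0.25, which was reached by the promoter share and the ERE share of E2 against E2 plus fulvestrant and by the peak numbers of fulvestrant and of E2 plus fulvestrant against vehicle. The log2 difference in peak number between E2 and E2 plus fulvestrant was 0.24 (exact paired permutation test, p = 0.50, n = 3 per group), and the similarity by treatment was -0.0161 (permutation test over 13824 arrangements, p = 0.847). The count of 312 regions was the largest of the 8 swaps within replicate number, and that of 95 was reached in all 8. The block changed no call.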

Other observations

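The tests that were chosen only after the result was seen are the relation with the pileup tail, the tests of depth, of multi-copy sequence, of 2 X chromosomes and of a missing Y chromosome, and the counts of splits. The test of multi-copy sequence was run first with 1 32-mer per summit and then with 3. The test of numbers 2 and 3 alone was written down before its result was seen.

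Peak number went with a rounding step in the peak calling. A pileup is a whole number, so the p-value at the smallest pileup that passes 0.01 depends on the background and jumps where 1 more tag is needed. Smallest whole pileup that passes p of 0.01 is a candidate explanation for the number of peaks per library: rho with the Poisson tail at that pileup was 0.888 over 12 libraries. The tail leaves much of the number open. E2 plus fulvestrant replicates 1 and 2 had tails of 0.554% and 0.572% but 60924 and 36350 peaks. With q of 0.05 or less, r was 0.646 (permutation test, p = 0.0255) and rho was 0.483 (permutation test, p = 0.115), and rho was -0.0476 among the 8 libraries of numbers 2 and 3. With -log10 q of at least 5, r was 0.386 (permutation test, p = 0.212). With the tail as a covariate, the log2 difference between E2 and E2 plus fulvestrant was 0.06. Against vehicle it was -0.50 for E2, -0.35 for fulvestrant and -0.51 for E2 plus fulvestrant, in place of -0.55, -0.81 and -0.79. This was found and tested on the same data, and effects of treatment on the number of peaks stay open.

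The 4 replicate 1 libraries, 1 of each treatment, had few Y chromosome peaks. Their median background was 1.16 tags per window, against 1.02 in the other 8. The ranges overlapped, from 0.713 to 1.25 and from 0.799 to 1.42, and vehicle replicate 1 had the lowest value. Off the Y chromosome, the lists of the 4 had a median of 75362 peaks, against 33814. This argues against lower depth of the 4 libraries as a set. Multi-copy peaks off the Y chromosome had a median of 4853 in these libraries and 3610.5 in the other 8. As a share of peaks they were fewer, with medians of 6.45% and 9.48%, but the ranges overlapped, from 6.14% to 7.08% and from 6.12% to 12.3%, while Y chromosome peaks fell from at least 854 to at most 36. This argues against a filter on reads that map to several places. The ratio of X to autosomal peak density had a median of 0.188 in these libraries and 0.208 in the other 8, with overlapping ranges. An inactive X chromosome is mostly closed and peak counts need not scale with copy number, so this leaves 2 X chromosomes open. Of the Y chromosome peaks that were listed, at least 67.6% in each replicate 1 library lay in sequence that also occurs off the Y chromosome, against at most 5.81% in each of the other 8. This is consistent with no Y chromosome in the cells of replicate 1, with 1 X chromosome or 2, which stays a hypothesis. Promoter peaks at 4 Y chromosome genes (*Kdm5d*, *Eif2s3y*, *Uty* and *Ddx3y*) did not separate the libraries. The number of these genes with such a peak was 0 in each replicate 1 library. In the other 8 it ranged from 0 to 2, with a median of 0. A strain difference of the Y chromosome was not tested. The study states that its mice were male. The labels give no sex or animal for a library, and the design gives no biological explanation, since each treatment has both kinds of library.

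Similarity within a replicate number was tested again without number 1. Among the 8 libraries of numbers 2 and 3, the difference in mean Jaccard index was -0.00455 (exact permutation test, p = 0.771). Whether a batch is shared by every replicate number cannot be told apart from chance in 8 libraries. The pooled difference of 0.0328 rested on the pairs within number 1. High overlap did not follow replicate number alone. Vehicle replicate 3 had indices of 0.152, 0.201, 0.235 and 0.222 with replicate 1 of vehicle, E2, E2 plus fulvestrant and fulvestrant. With the libraries of numbers 2 and 3, its indices ran from 0.0307 to 0.105. No biological explanation was tested.

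Region counts were set against other splits of the libraries. For E2 against E2 plus fulvestrant, 5 of the 10 splits of the 6 libraries gave as many regions, and the split with the most, 1362, put E2 replicate 1 with E2 plus fulvestrant replicates 1 and 3. For E2 against vehicle, 10 of the 10 splits gave as many, and the largest count, 9506, put E2 replicate 1 with vehicle replicates 1 and 3. With 10 splits no share under 0.10 is possible. For E2 against the other 9, 89 of the 220 choices gave as many, and the choice with the most, 1021, was replicate 1 of E2, E2 plus fulvestrant and fulvestrant. Within numbers 2 and 3, E2 against E2 plus fulvestrant gave 1744 and 1120 regions in the 2 directions.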
